A study of Mus musculus with 10 samples. Its data were reported in "Dual functions of TET1 in germ layer lineage bifurcation distinguished by genomic context and dependence on 5-methylcytosine oxidation" (2023).

How the data were processed

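The study differentiated mouse embryonic stem cells to anterior neural progenitors and captured single cells at day 3 and day 5 with the 10x Genomics 3′ kit (v3.1 chemistry), which tags transcripts near their 3′ end and marks each captured molecule with a UMI. The cells are male lines of mixed B6 and 129S6 background. WT7 and WT70 are WT lines, KO1 is the Tet1 KO line, and CM69 is the MUT line, made from the WT7 line by Cas9 editing with a repair template in the catalytic domain. bFGF was present until day 3, and XAV939 (5 µM) or SB431542 (2.5 µM) from day 2 to day 5.

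The authors counted reads with Cell Ranger against mm10 (the UCSC name of GRCm38), and the deposited matrices hold raw UMI counts per gene and barcode, unnormalised and unfiltered, empty droplets included. The values were checked to be whole numbers of at least 1 with totals that differ between libraries. The submitters' processing notes name Cell Ranger 3.0.2 and Seurat 4.0.1, but per the file headers the WT70 and MUT libraries were written by Cell Ranger 4 and the other 8 by version 3.0.2. All libraries list the same 31053 genes. Gene positions were taken from GENCODE M21, an annotation of GRCm38, by Ensembl identifier, which matched 362 of the 362 genes named or listed.

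Barcodes with 2000 to 8000 detected genes and 1% to 10% mitochondrial counts were kept as cells, the thresholds the study states. This left 4652 and 1758 cells for WT and KO at day 3, 6000 and 5591 for the WT7 and WT70 libraries, 6241 for KO and 5004 for MUT, 6494 and 6256 for WT and KO with XAV939, and 5063 and 7648 for WT and KO with SB431542. The filter sets aside barcodes with few mitochondrial counts as well as those with many, and it lowers the count for cell types with under 2000 detected genes. A looser filter (at least 1000 genes, at most 20% mitochondrial counts) kept 61814 cells. Totals of 96700828 to 167112973 UMIs per library make counting intervals narrow. These intervals leave out the spread between cultures, which 1 library per group cannot show.

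Counts of all 10 libraries were scaled per cell and log-transformed, and 2000 variable genes, 50 principal components, 20 neighbours and Leiden clustering at resolution 1 with seed 1 were used (scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Python 3.11.15). No batch integration was run. The study integrated its libraries with fastMNN, which was not used here, so its clusters were not rebuilt. The 24 clusters were named from 16 marker lists. Each list was scored by its mean log2 level over the mean of the 10 libraries, with 5 CPM added. Neurons were named first, at a neuron score of at least 2 with at least 3 markers 2-fold up. A non-neural class needed a score of at least 0.8 and at least 3 markers 2-fold up. Where no non-neural list reached 0.8, a cluster with a neuroectoderm score above −0.8 was named neural. A brain region needed a score difference of 0.5 and at least 3 region markers 2-fold up. Of 11 neural clusters 5 had no named region, and 3 clusters stayed unnamed. One led by Acta1 and Anxa1, 1 by the endothelial genes Kdr, Etv2 and Tal1, and 1 by the trophoblast gene Tpbpa. When each cell was scored on its own, without clusters, the 2 best scores lay within 0.1 of each other for 18.2% of cells. The naming rule was changed after the shares had been seen, from a first rule with a neuroectoderm threshold of −0.5 and a region set by the score difference alone, and the first rule is kept as an alternative.

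Counts were summed over the filtered cells of each library, since cells of 1 library are not replicates. The 4 untreated day 5 libraries were fitted together by genotype with edgeR 4.0.16 (R 4.3.3, TMM scaling, quasi-likelihood F test, 1 residual degree of freedom, prior degrees of freedom 12.1, common biological coefficient of variation 0.258). Genes with at least 5 CPM in 1 library were tested, 10630 in all, and calls were made at a Benjamini-Hochberg false discovery rate of 0.05. Fold changes are given as fitted log2 ± SE. For these contrasts the 12 genes with the largest rise and the 12 with the largest fall were named among calls with at least 50 CPM in every library of the higher group and the same direction against both WT libraries. Every other comparison had 1 library per group and received no test. There, log2 ratios were taken after adding 1 CPM. The 10 genes with the largest ratio each way at 50 CPM or more were candidates for naming. List medians were taken over members at 5 CPM or more in either library, so a member can enter through the higher library alone. The 16 marker lists, 16 gene lists, comparisons and naming of genes were fixed before the data were examined. For a list, calls were also counted with p-values adjusted over the list alone.

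The test was tried on simulated data made from these libraries, with 200 of 10630 genes changed. It recovered 22% of genes changed 2-fold, 82% of those changed 4-fold and 100% of those changed 8-fold or 16-fold, and called 11 of 10430 unchanged genes. Changes near 2-fold are therefore mostly missed in this design.

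Alternatives tried were the looser filter, removal of doublets called by Scrublet, Leiden resolutions 0.5 and 2 (19 and 40 clusters), 30 principal components, each library clustered on its own, cells thinned to 5000 UMIs (133 cells had fewer), each cell scored without clusters, other scaling, DESeq2 1.42.0 in place of edgeR, other count filters, a fit of all 8 day 5 libraries, another added CPM, the mean over cells in place of the sum, and leaving out each WT library. Scrublet's automatic threshold marked 22 of 54707 cells (0.0402%), so it did not work on these data, and the top 5% of scores in each library (2454 cells) were removed as a further alternative. That one, the first naming rule and the fit over neural cells alone were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9, and intervals come from scipy and statsmodels 0.14.6.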

Results

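Single-cell transcriptomes were collected while mouse embryonic stem cells, which can form every tissue of the embryo, were turned into anterior neural progenitors in serum-free medium. Tet1 encodes a dioxygenase that oxidises 5-methylcytosine in DNA. Wild-type (WT) cells were set against a Tet1 knockout line (KO) and against a line edited to make Tet1 catalytically dead (MUT), to ask how the protein and its enzyme activity bear on the cell types that form. The 10 libraries fell into 9 groups. WT and KO were sampled at day 3 and day 5, MUT at day 5, and WT and KO also at day 5 after XAV939 (5 µM), an inhibitor of Wnt signalling, or SB431542 (2.5 µM), an inhibitor of the receptors for Nodal, activin and TGF-β. Untreated WT at day 5 had 2 libraries, 1 each of lines WT7 and WT70, and every other group had 1 library. All other WT libraries were of line WT7. All KO libraries were of line KO1, and MUT was line CM69. An effect of genotype therefore cannot be told apart from a difference between lines.

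Each library held from 96700828 to 167112973 unique molecular identifiers (UMIs, each standing for 1 captured transcript). Filtering left 54707 cells, from 1758 in KO at day 3 to 7648 in KO with SB431542, with medians of 13280 to 35948.5 UMIs per cell. Cell types were named from marker genes, so each name below means "like" that type. Intervals are 95% and cover counting error only (exact Poisson for CPM, the UMIs of a gene scaled to the total of its library, and Clopper-Pearson for shares of cells). The WT70 and MUT libraries were counted with Cell Ranger 4 and all others with Cell Ranger 3.0.2, so the genes that lead the untreated day 5 contrasts are also set against the WT library counted with the same version.

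Tet1 (ENSMUSG00000047146, chromosome 10, 62804570 to 62908996, minus strand, mm10) was lower in KO than in WT in every treatment. At day 3 it stood at 79.8 CPM (78.3 to 81.4) in WT and 20.7 (19.6 to 21.8) in KO. At day 5 it stood at 83.2 CPM (81.6 to 84.7) in the WT7 library, 52.0 (50.8 to 53.3) in the WT70 library, 26.7 (25.7 to 27.7) in KO and 51.5 (50.1 to 52.8) in MUT. With XAV939 the levels were 43.0 CPM in WT and 27.5 in KO, and with SB431542 they were 47.8 and 34.9. The day 5 differences did not pass the edgeR quasi-likelihood test (KO: log2 −1.29 ± 0.37, SE, adjusted p = 0.0615, and MUT: log2 −0.44). The assay counts tags near the 3′ end of transcripts, so tags that lie outside the altered part of the gene check neither the KO allele nor the edit.

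At day 5, WT cultures were mostly neural, and KO cultures were mostly mesoderm and endoderm. Neural cells made up 87.7% (86.8 to 88.5) of the WT7 library, 89.7% (88.9 to 90.5) of the WT70 library and 2.32% (1.96 to 2.73) of KO. Mesoderm-like cells made up 54.1% (52.9 to 55.4) of KO, against 0.400% and 0.662% of the WT libraries. They formed a group led by Alx1, Foxc1 and Kdr and a group of cardiac cells led by Tnnt2, Myl7 and Ttn, which encode or mark heart muscle. Endoderm-like cells, led by Cpm, Spink1 and Gpx2, made up 29.2% (28.1 to 30.3) of KO against 0.667% and 0.698%, and notochord-like cells, led by the signalling gene Shh, made up 9.07% (8.37 to 9.81) against 0.917% and 1.04%. Primitive streak-like cells, led by T and Fst, were 1.89% of KO, 5.17% of the WT7 library and 1.66% of the WT70 library.

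The gap in neural share between KO and the mean of the WT libraries, −86.4 percentage points, exceeded the spread of the WT libraries (SD 1.45, n = 2), but with 1 KO library no test was made. Scoring each cell on its own, without clusters, made it −43.6 points, the gain in mesoderm 34.8 rather than 53.6 points and the gain in endoderm 13.4 rather than 28.5 points. Cells left unnamed were 2.78% of the WT7 library, 4.44% of the WT70 library, 2.03% of KO and 3.76% of MUT, and neural cells whose brain region could not be named were 85.2%, 88.6%, 1.35% and 68.6% of these libraries.

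**Figure D1:**
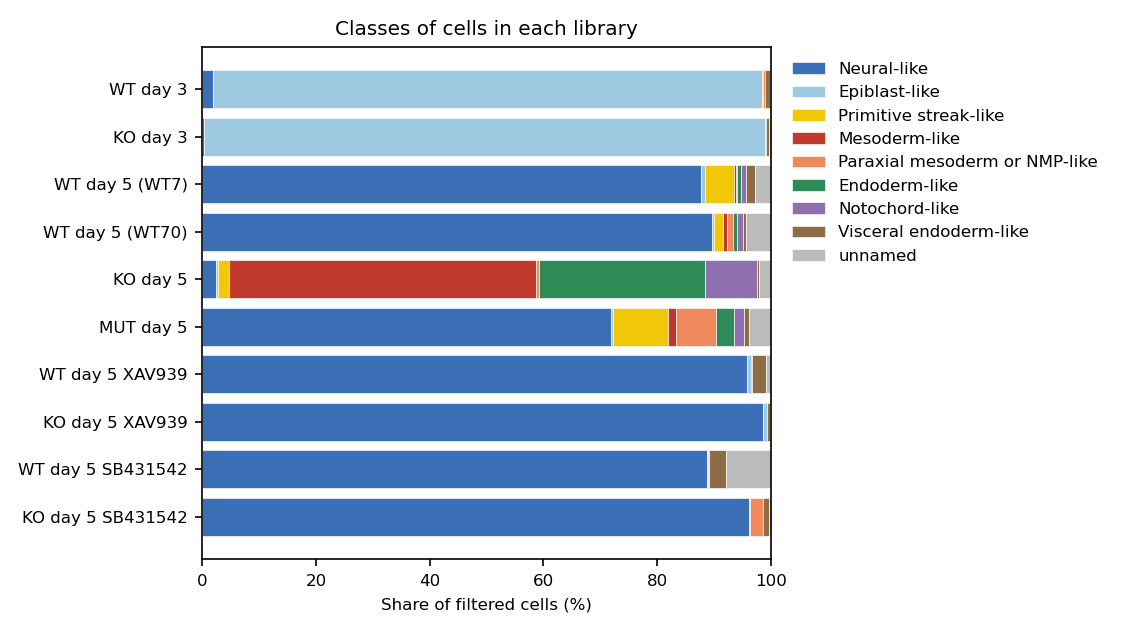
Share of filtered cells (%, x axis) in each named class for each of the 10 libraries (1 bar per library, 1 colour per class). Neural cells filled 87.7% and 89.7% of the untreated WT libraries at day 5, 2.32% of KO, 71.8% of MUT, 98.6% of KO with XAV939 and 96.2% of KO with SB431542.

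Genes of the forming heart led the KO difference at day 5. Hand2 (ENSMUSG00000038193, chromosome 8, 57320983 to 57324633, plus strand), a transcription factor of cardiac mesoderm, was at 0.0296 and 0.598 CPM in the WT7 and WT70 libraries and at 81.2 in KO (edgeR log2 8.09 ± 0.88, adjusted p = 7.05e-05). The atrial myosin light chain Myl7 (ENSMUSG00000020469, chromosome 11, 5896637 to 5898782, minus strand) rose from 0.821 and 2.13 to 306 CPM (log2 7.75 ± 0.49, edgeR adjusted p = 3.50e-06). Tnnt2 (139 CPM in KO, log2 7.49), Tnni1 (84.1, 7.14) and Ttn (131, 6.63), which encode parts of the sarcomere, rose with the cardiac regulators Hand1 (107, 7.27) and Isl1 (79.6, 6.45). Among the others of the 12 genes with the largest rise, Rgs5 (78.9 CPM, log2 8.02) was also a top gene of the group of cardiac cells. The rest were the muscle glycolytic enzyme gene Pgam2 (76.9, 7.90), the imprinted RNA H19 (261, 5.68), the Nodal co-receptor gene Cfc1 (77.6, 5.65) and the endoderm marker Cpm (116, 5.58).

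Genes of the midbrain and of early neural tissue fell furthest. En1 (ENSMUSG00000058665, chromosome 1, 120602418 to 120607992, plus strand), which patterns the midbrain and anterior hindbrain, went from 79.0 and 93.4 CPM in the WT libraries to 2.63 in KO (log2 −4.98 ± 0.41, edgeR adjusted p = 1.07e-05). Lix1 (7.60 CPM in KO, log2 −4.09), the nuclear receptor gene Nr2f1 (4.41, −3.70), the retinoic acid binding protein gene Crabp2 (25.5, −3.42), the growth factor gene Ptn (75.9, −3.22), the neural progenitor gene Sox3 (8.71, −3.01) and the endocytic receptor gene Lrp2 (20.1, −2.70) fell as well. The rest of the 12 were Tpm3-rs7 (5.18, −3.79), Crmp1 (10.1, −2.63), the Wnt feedback gene Axin2 (11.8, −2.50), Igdcc3 (19.02, −2.21) and the ephrin receptor gene Epha7 (24.7, −2.07). Against the WT7 library alone, which shares its Cell Ranger version, the log2 ratios were 7.40 for Myl7, 6.32 for Hand2 and −4.46 for En1. Naming required the same direction against both WT libraries, so the direction of these 24 genes is no check on the version.

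Of 10630 genes tested, 480 rose and 216 fell in KO (edgeR, false discovery rate 0.05), 1552 being past an unadjusted 0.05. The WT libraries differed from each other by more than 2-fold at 438 genes. A lone KO or MUT library is assumed to vary as the WT libraries do, and the labels do not state how the WT7 and WT70 libraries arose as replicates. The paper counts mock-transfected and parental WT cells among its day 5 single-cell samples, and its mock clones were made from WT7. No other untreated WT library at day 5 is present, so by elimination WT70 would be such a clone, though neither source says so. The WT libraries would then be a parental line and a clone made from it. The p-values therefore measure only the spread between these samples.

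Most germ layer lists rose in KO, the tested mesoderm and endoderm markers in full and the cardiac, primitive streak, non-neural ectoderm and notochord lists in part. A list member under 5 CPM in both WT libraries was tested only if KO or MUT reached 5 CPM, so the filter itself favoured a rise of such members. Of 4 paraxial mesoderm markers tested, 0 rose and 1 fell (Nkx1-2), with the same counts adjusted over the list alone. All 12 mesoderm markers tested rose, among them Twist1, a regulator of mesenchyme (log2 2.55), the cardiac regulator Mef2c (4.72) and Gata4 (4.57), and 12 did so when adjusted over the list alone. The study itself named 8 of these 12. All 6 endoderm markers rose (6 adjusted over the list alone, 4 of the list's 9 genes being named in the study), with Spink1 at log2 4.70, Foxa2, a pioneer factor of endoderm and notochord, at 3.39 and Sox17 at 2.95. Of 12 cardiac contractile genes 10 rose (12 adjusted over the list alone). Of 7 primitive streak markers 3 rose (T, Gsc and Lhx1, and 5 adjusted over the list alone), with the organiser gene Gsc at log2 5.11. Of 5 markers of non-neural ectoderm 4 rose (4 rose and 1 fell adjusted over the list alone), the keratin genes Krt8 (2.34) and Krt18 (2.59) among them. These keratins are general epithelial genes and were also high in the endoderm-like cluster (903 and 1348 CPM), so their rise does not by itself point to non-neural ectoderm. Of 3 notochord markers Shh alone rose (log2 3.69, and 3 adjusted over the list alone).

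Most neuroectoderm and midbrain-hindbrain markers fell in KO, as did part of the neuron and neurogenesis lists, and the forebrain list was divided. Of 8 neuroectoderm markers 7 fell, including Pax6 (log2 −4.72), Sox1 (−4.39), Hes5 (−4.51) and Sox2 (−2.02), which maintain neural progenitors, while the cell adhesion gene Ncam1 rose (1.33), and the counts were the same adjusted over the list alone. Of 9 midbrain-hindbrain markers 7 fell, with the signalling gene Wnt1 at −4.64, and the hindbrain gene Hoxb2 rose (4.89), with 2 up and 7 down adjusted over the list alone. Of 7 forebrain markers Hesx1 rose (2.76) and Emx2 fell (−2.43), with 2 up and 1 down adjusted over the list alone and a list median of 0.89. Of 10 neurogenesis genes 5 fell, the Notch ligand gene Dll1 (−2.91) among them (2 up and 5 down adjusted over the list alone), and of 5 neuron markers Tubb3 (−2.82) and Elavl3 (−2.94) fell (3 adjusted over the list alone). The study named 5 of the 8 neuroectoderm markers and 5 of the 12 on the midbrain-hindbrain list.

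Most BMP and Nodal pathway genes rose in KO at day 5, and the Wnt lists had calls both ways. The sums cover all cells, so for these and the other lists below a change within cells cannot be told apart from the change of cell types. Of 10 BMP pathway genes 7 rose (9 adjusted over the list alone), including the ligand gene Bmp4 (log2 2.66) and its target Id1 (2.10). Of 8 Nodal pathway genes 5 rose (5 adjusted over the list alone), with the Nodal antagonist gene Cer1 at 4.03. Cer1 was also among the top genes of the notochord-like cluster (80.8 CPM). Of 10 Wnt target and activator genes, Lgr5 (2.72) and Rspo3 (1.56) rose and Axin2 (−2.50) and Nkd1 (−1.74) fell, with the same counts adjusted over the list alone. Of 10 Wnt repressor genes 3 rose and 1 fell (5 and 1 adjusted over the list alone), with the secreted Wnt antagonist gene Dkk1 at 2.86. Tcf7l1 on this list was at 58.1 and 53.9 CPM in the WT libraries and 90.1 in KO (log2 0.74, edgeR adjusted p = 0.244). Of 10 FGF pathway genes Fgf15 fell (1 up and 1 down adjusted over the list alone). Of 13 imprinted genes 8 rose (8 up and 1 down adjusted over the list alone), among them Igf2 (3.50), Peg3 (1.87) and Cdkn1c (3.18). Of the 9 glycolysis genes 0 passed in edgeR, adjusted either way or at an unadjusted 0.05, and 0 in DESeq2.

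The MUT library at day 5 stayed mostly neural and held more primitive streak and paraxial mesoderm cells than either WT library. Neural cells made up 71.8% (70.6 to 73.1), against 87.7% and 89.7% in the WT7 and WT70 libraries. Primitive streak-like cells made up 9.75% (8.94 to 10.6) against 5.17% and 1.66%. Cells of the paraxial mesoderm or of neuromesodermal progenitors, which feed the trunk, made up 7.01% (6.32 to 7.76) against 0.183% and 1.11%, and together with other mesoderm 8.43% (7.68 to 9.24) against 0.583% and 1.77%. Endoderm-like cells made up 3.20% (2.73 to 3.72). The gain in streak-like cells, 6.34 percentage points, became 0 at a lower cluster resolution and with cells thinned to at most 5000 UMIs, when no cluster took that name, while the gain in mesoderm with paraxial mesoderm, 7.26 points, became 14.8 with thinned cells. The loss of neural cells, −16.9 points, reversed to 4.41 when cells were scored without clusters.

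T (ENSMUSG00000062327, chromosome 17, 8434423 to 8442496, plus strand), the Brachyury gene of the primitive streak, rose in MUT from 9.21 and 14.0 to 92.9 CPM (log2 2.96 ± 0.34, edgeR adjusted p = 0.00226). Fst (ENSMUSG00000021765, chromosome 13, 114452290 to 114458951, minus strand), which encodes the activin antagonist follistatin, rose from 23.5 and 37.4 to 116 CPM (1.89 ± 0.34, edgeR adjusted p = 0.0449). Against the WT70 library alone, counted in the same way, the log2 ratios were 2.65 and 1.61. Neither T (log2 2.97) nor Fst (1.90) passed edgeR with all 8 day 5 libraries in the fit, and Fst also missed with DESeq2 size factors, with no count filter and with neural cells alone (1.08). Other genes of the streak and of early mesoderm that rose were Lhx1 (44.3 CPM, log2 3.38), Tdgf1, a Nodal co-receptor gene (44.2, 2.74), Gsc (7.21, 2.74), Mesp1 (10.1, 3.84), Aldh1a2, which makes retinoic acid (14.3, 3.35), Foxc1 (8.99, 2.07) and Aplnr (13.8, 2.35), together with Foxa2 (22.0, 1.98), the anterior Hox gene Hoxb1 (8.24, 5.10), Trh (43.8, 1.81), Sprr2a3 (7.85, 7.58) and Rasgrp3 (5.53, 3.70). T and Fst alone reached the expression level set for naming. Lhx1, Tdgf1, Gsc, Foxa2, Hoxb1 and Trh are on lists fixed in advance, and the other 6 were named after their values were seen.

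In all, 14 genes rose and 5 fell in MUT (edgeR, false discovery rate 0.05, 283 past an unadjusted 0.05), against 31 and 27 with DESeq2. The genes that fell were H19 (8.76 and 1.73 CPM in the WT libraries, 0.153 in MUT, log2 −5.14), the trophoblast gene Tpbpa (8.24 and 26.7, 0.324, −5.79) and the Y-linked genes Eif2s3y, Ddx3y and Uty, of which only H19 was on a list fixed in advance. Tpbpa leads a cluster that held 6 and 9 cells of the WT libraries and 3 of MUT, so its call may rest on a few cells. In MUT, Eif2s3y and Ddx3y had 0 UMIs, which allows up to 0.0270 CPM, against 36.2 and 22.4 CPM in the WT70 library, and Uty was at 0.0180 against 23.9. With counts summed over neural cells alone, edgeR called 3 genes that fell and 0 that rose (179 past an unadjusted 0.05 either way), and with all 8 day 5 libraries in the fit it again called 3 that fell and 0 that rose (259 either way). DESeq2 was not run in these 2 settings.

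By list, all 7 primitive streak markers rose in MUT adjusted over the list alone (3 over all genes, T, Gsc and Lhx1), 5 of the 8 on the list being named in the study. Of 8 Nodal pathway genes 7 rose adjusted over the list alone (1 over all genes, Tdgf1), with Lefty1, a Nodal antagonist gene, at 0.984 and 3.22 CPM in WT and 11.7 in MUT. Of 7 paraxial mesoderm markers listed 4 were tested, and these all rose adjusted over the list alone (edgeR 0 over all genes, 4 at an unadjusted 0.05, DESeq2 1). So did the 3 genes tested of 13 on the posterior Hox and Cdx list (1 over all genes, the anterior Hox gene Hoxb1). Cdx2, which is on both lists, was at 0.318 and 0.945 CPM in WT and 7.68 in MUT. A gene under 5 CPM in both WT libraries was tested only if KO or MUT reached 5 CPM, so the filter itself favoured a rise on these lists. Of 6 endoderm markers 3 rose adjusted over the list alone (1 over all genes). Of 8 neuroectoderm markers 0 passed in edgeR adjusted either way and 0 in DESeq2, with 1 higher and 1 lower at an unadjusted 0.05. Of 9 midbrain-hindbrain markers 2 rose and 2 fell adjusted over the list alone (edgeR 0 over all genes, 4 at an unadjusted 0.05, DESeq2 0), and En1 was at 104 CPM (102 to 106) in MUT. Of 12 mesoderm markers 1 rose adjusted over the list alone (edgeR 0 over all genes, 6 at an unadjusted 0.05, DESeq2 1).

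**Figure D2:**
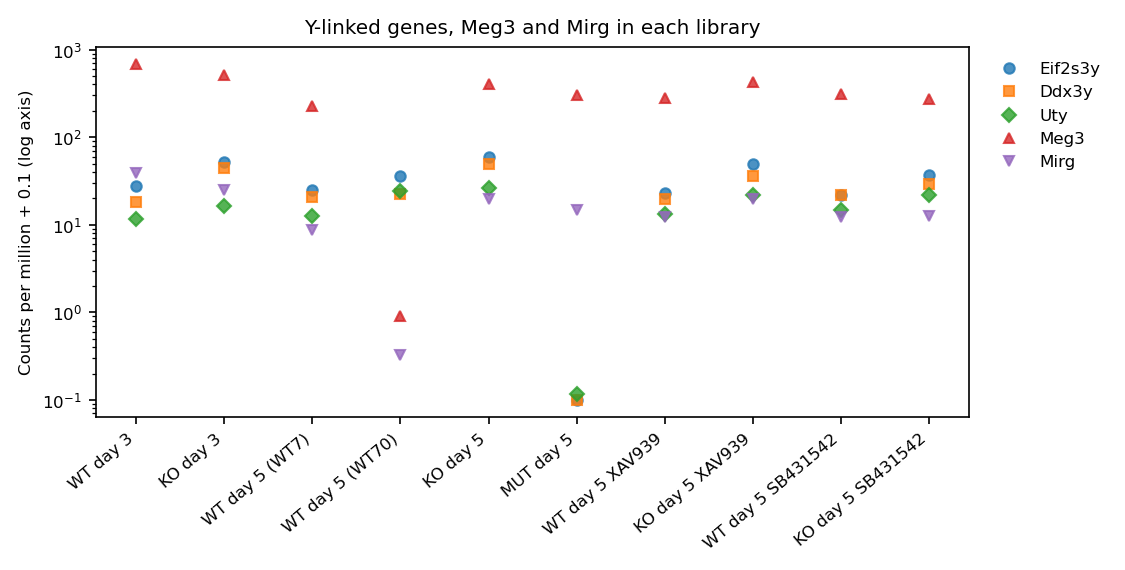
CPM (log axis, 0.1 added) of the Y-linked genes Eif2s3y, Ddx3y and Uty and of the imprinted RNAs Meg3 and Mirg in each of the 10 libraries (1 point per gene and library). The Y-linked genes were at 0, 0 and 0.0180 CPM in MUT, and Meg3 was at 0.7997 CPM in the WT70 library against 229 in the WT7 library.

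At day 3 nearly all cells were epiblast-like, 96.5% (95.9 to 97.0) in WT and 98.6% (98.0 to 99.1) in KO, and the KO cells carried far more transcripts of Nodal signalling and of the primitive streak. Tdgf1 (ENSMUSG00000032494, chromosome 9, 110939603 to 110946158, minus strand) was at 290 CPM (286 to 294) in KO and 5.12 (4.73 to 5.53) in WT, and the ligand gene Nodal (ENSMUSG00000037171, chromosome 10, 61417972 to 61425338, plus strand) at 55.1 (53.3 to 56.9) and 1.04 (0.868 to 1.23). The growth factor gene Fgf8 was at 160 CPM (157 to 163) against 4.19, the mesendoderm regulator Eomes at 94.3 (91.9 to 96.7) against 5.34, T at 57.4 (55.6 to 59.3) against 3.53, Foxa2 at 51.3 against 2.16 and Fst at 151 against 9.02. The pluripotency gene Nanog was also higher in KO, at 90.0 CPM against 10.5. The epiblast-like cells sat in different clusters in the 2 groups, and the KO cluster was led by Tdgf1, Eomes, Pmepa1 and Nodal. A smaller epiblast-like cluster in both was led by Spp1, Dppa5a and Ltb, followed by Sfn, Cnn1 and Hspb1.

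All 7 primitive streak markers above 5 CPM in either library were more than 2-fold higher in KO at day 3 (median log2 ratio 3.69). So were 6 of 7 Nodal pathway genes (median 3.44). The medians were 4.12 and 3.57 in epiblast-like cells alone. Members under 5 CPM in WT, such as T, Fgf8 and Nodal, passed this filter through KO alone, which fixed their direction though not its size. Nodal is on both of these lists, and Fgf8 is on the primitive streak and FGF lists. Of 10 Wnt target and activator genes 9 were higher and 5 by more than 2-fold (median 1.14), with Wnt3 at 24.6 CPM against 1.06, Sp5 at 13.7 against 0.872 and Axin2 at 29.3 against 6.14. Of 10 FGF pathway genes 9 were higher (median 0.51). Neural transcripts were lower in KO. Sox2 was at 39.9 CPM (38.3 to 41.4) against 173 (171 to 176), the neuronal tubulin gene Tubb3 at 16.2 against 90.5, the Wnt antagonist gene Sfrp1 at 15.9 against 82.8 and the forebrain gene Hesx1 at 0.0931 against 20.01. The neuroectoderm list had a median of −1.63, and the imprinted list −0.57, with Mest at 26.9 CPM against 167. Nnat, which is not on that list, was at 20.04 CPM against 113. Of 8 Wnt repressor genes 7 were lower in KO (median −0.26), with Tcf7l1 at 79.9 CPM (77.8 to 82.1) against 112 (110 to 114). Each day 3 group had 1 library, so the values describe these libraries and no test was made. Day 3 KO had the fewest cells, and 28.0% of its barcodes with 2000 to 8000 genes were set aside for under 1% mitochondrial counts, against 13.5% in WT.

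**Figure D3:**
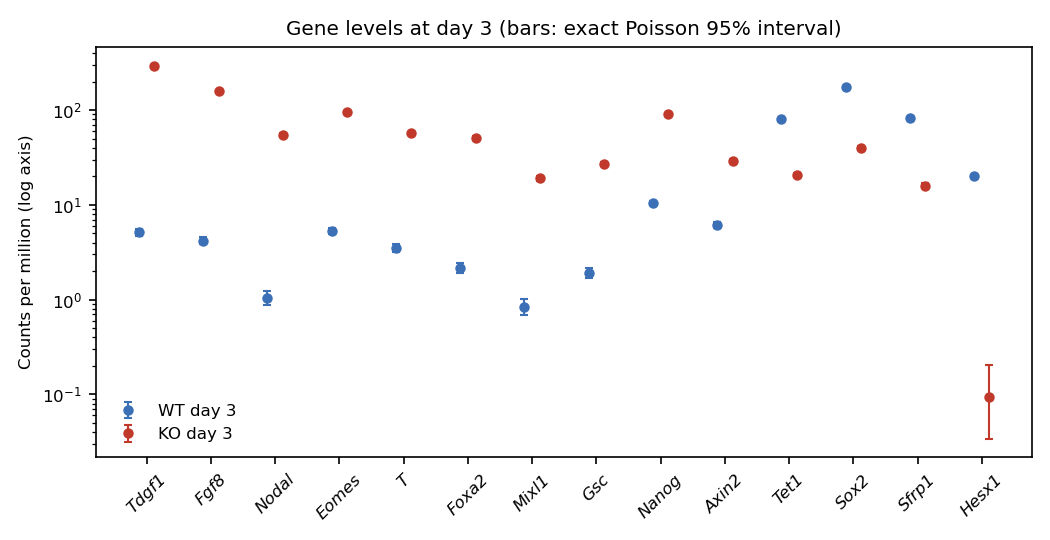
CPM (log axis) of 14 genes in WT and KO at day 3, 1 library each, with exact Poisson 95% intervals as bars. Tdgf1 was at 5.12 CPM in WT and 290 in KO, and Sox2 at 173 in WT and 39.9 in KO.

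The paper treated KO and WT cells with XAV939 to look at how mixed the cells were and at their anterior-posterior identity. It states that its earlier embryoid body work had already found Wnt and Nodal inhibitors to rescue neuroectoderm. KO with XAV939 was 98.6% neural, against 2.32% of untreated KO and 95.8% of WT with XAV939, and forebrain-like cells made up 97.8% (97.4 to 98.1) of it against 94.4% of WT with XAV939. Genes of the forebrain and eye field were far above untreated KO, with the forebrain regulators Fezf2 at 91.1 CPM against 0.122 and Fezf1 at 64.7 against 0.206, the eye field gene Rax at 70.7 (69.2 to 72.2) against 2.00 and Pax6 at 86.3 (84.6 to 88.0) against 2.17. Heart transcripts were nearly gone, with Myl7 at 0.0859 CPM (0.0412 to 0.158) against 306 and Tnnt2 at 0.0515 against 139, and so was endoderm Spink1 at 3.57 against 154. The median log2 ratio was 3.26 for neuroectoderm markers, 2.34 for forebrain markers (5 of 6 more than 2-fold higher), −4.58 for mesoderm, −4.27 for endoderm, −3.79 for Nodal pathway genes and −2.49 for BMP pathway genes. The forebrain share depended on the clustering, at 44.8% with 30 principal components, 48.2% with the library clustered alone and 57.6% with cells scored without clusters.

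The forebrain cells of KO and WT with XAV939 sat in different clusters. Those of WT were led by Six6, Lhx2 and Rax, genes of the eye field, and those of KO by Foxd4, Hesx1, Fezf1 and Fezf2. Six6 was at 3.23 CPM (2.91 to 3.57) in KO against 154 (152 to 157) in WT, Lhx2 at 48.7 against 176 and the ligand gene Bmp4 at 13.0 against 71.9. Foxd4 was at 74.9 CPM against 2.64, Hesx1 at 72.1 (70.6 to 73.7) against 7.41, and the early epiblast genes Pim2 at 83.7 against 8.30, Pou5f1 at 43.2 against 3.00 and Dnmt3b, a DNA methyltransferase gene, at 267 against 70.2. All 7 epiblast markers above 5 CPM in either library were more than 2-fold higher in KO (median 2.96), the forebrain list had a median of −0.94 and the BMP list −1.39.

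KO cells with SB431542, given for the same purpose as XAV939 to block Nodal and TGF-β signalling, also turned neural but with a midbrain-hindbrain character. Neural cells made up 96.2% of this library, and midbrain-hindbrain-like cells made up 94.3% (93.8 to 94.8) of it, against 0.790% (0.565 to 1.07) of WT with SB431542. En1 was at 292 CPM (289 to 296) against 2.63 in untreated KO, En2 at 83.8 (82.2 to 85.5) against 0.0656, Pax5 at 71.8 (70.3 to 73.4) against 0.375 and the Notch target gene Hes5 at 118 against 1.38. The first 3 pattern the midbrain-hindbrain boundary. Myl7 was at 0.257 CPM against 306 and Foxa2 at 1.99 against 54.6. Of 11 midbrain-hindbrain markers 9 were more than 2-fold higher (median 3.48), and the medians were 3.51 for neuroectoderm, 2.17 for neurogenesis genes, −4.04 for mesoderm, −3.53 for endoderm and −4.25 for Nodal pathway genes.

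WT with SB431542 was 88.7% neural, and 84.9% of its cells had no named region. En1 was at 27.3 CPM (26.4 to 28.4) in this library, and Emx2 was at 57.1 CPM against 4.83 in KO with SB431542, Rspo3 at 128 against 7.35 and Wnt8b at 107 against 7.71. Against this library KO with SB431542 had a median of 2.22 for midbrain-hindbrain markers, −2.39 for forebrain markers, 1.44 for FGF pathway genes (8 of 9 more than 2-fold higher, Fgf8 at 65.4 CPM against 14.0) and −1.88 for BMP pathway genes. Ribosomal and other short transcripts were low in WT with SB431542 (18.4% of its UMIs came from ribosomal protein genes, against 23.4% to 27.2% in the other libraries), so genes such as Rpl38 and Rps29 also led this comparison. The 0.790% share became 26.7% with cells scored without clusters and 34.1% under the first naming rule tried.

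**Figure D4:**
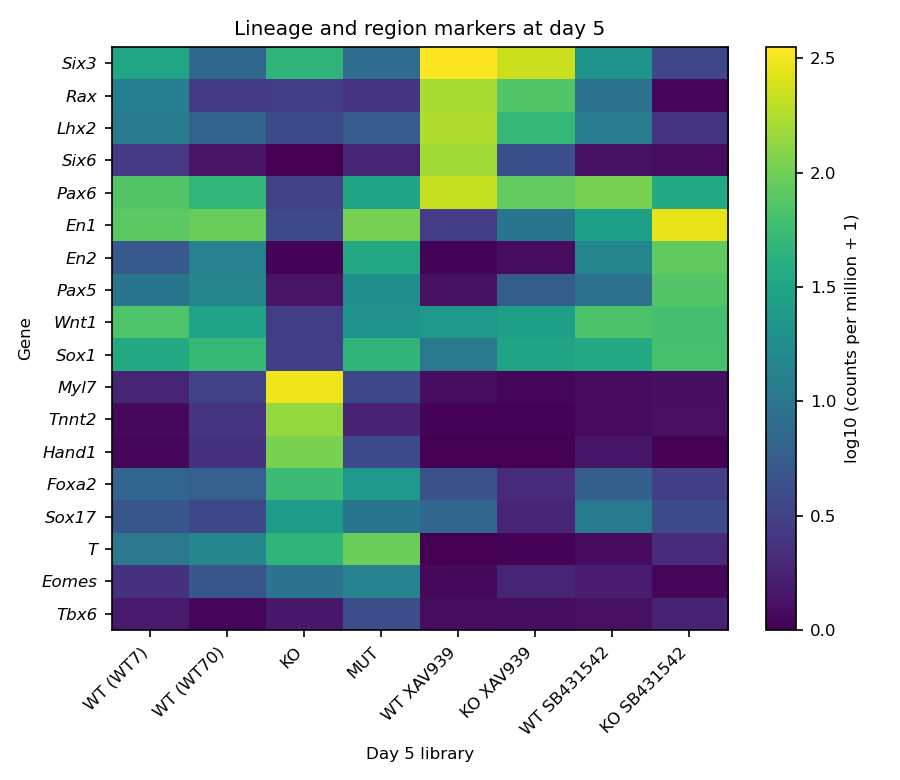
Heat map of log10 of CPM plus 1 for 18 marker genes (y axis) in the 8 day 5 libraries (x axis). En1 was at 79.0 CPM in WT7, 2.63 in KO, 292 in KO with SB431542 and 1.88 in WT with XAV939, and Myl7 was at 306 CPM in KO.

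Treated WT cells also differed from the untreated WT7 library. With XAV939, Six6 was at 154 CPM (152 to 157) against 1.66 (1.45 to 1.89), Lhx2 at 176 against 10.3 and Six3, a repressor of Wnt signals in the forebrain, at 353 against 31.2, whereas En1 was at 1.88 (1.62 to 2.18) against 79.0 and the Wnt target Axin2 at 11.01 (10.4 to 11.7) against 62.3. The forebrain list had a median of 3.46, the midbrain-hindbrain list −2.68, Wnt target genes −0.63 and glycolysis genes −1.09, with the glucose transporter gene Slc2a1 at 189 CPM against 617. For KO with XAV939 against untreated KO the glycolysis median was −0.20 (random gene sets −0.27 to 0.29). The lower glycolysis level in treated WT thus cannot be told apart from a trait of the untreated WT7 library, whose main neural cluster was led by low-oxygen genes (below). With SB431542, the R-spondin genes Rspo3 and Rspo2 were at 128 and 105 CPM against 10.5 and 10.4 and the roof plate gene Zic1 at 96.2 (94.4 to 98.1) against 13.3. The neuron list had a median of 1.07, neurogenesis genes 0.88, BMP pathway genes 0.91, the forebrain list 0.05 (random gene sets −0.16 to 0.60) and the midbrain-hindbrain list −0.06 (−0.09 to 0.52, with 2 of 8 members more than 2-fold higher and 3 more than 2-fold lower), while epiblast markers had −1.65 and primitive streak markers −1.998. Most neural cells of the WT7 library lay in a cluster led by Wnt1 and by Bnip3, Ndufa4l2 and Slc2a3, genes that respond to low oxygen, and those of the WT70 and MUT libraries lay in clusters led by Msx3, Gbx2 and Hes3 and by Samd5 and Zic1. In all, 13 of the 24 clusters drew over 75% of their cells from 1 library, and such a cluster may be that library rather than a cell type.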

Values the study reported

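The study reported 54 708 cells after filtering, with on average 5471 per sample. It reported that under 4% of KO cells at day 5 lay in its ectoderm cluster, and that under 3% of WT cells lay in its mesoderm and endoderm clusters. With SB431542 it reported that 62% of KO ectoderm cells had a midbrain-hindbrain identity, against 16% of WT ectoderm cells. For MUT it reported over 70% ectoderm, with 4% endoderm and 8% mesoderm.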

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

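The tests of mixing in the WT7 cultures, of short transcripts other than ribosomal ones, of visceral endoderm cells and of Mirg were written before their results were seen, and all other tests of explanations were chosen only after the result was seen. The thresholds behind the opposite day 3 and day 5 differences were also set after Axin2 had been seen.

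The MUT library had almost no transcripts of genes on the Y chromosome, and the WT7 libraries had fewer than KO. Y-linked genes summed to 0.0180 CPM in MUT, 82.5 in the WT70 library, 55.4 to 58.4 in the 4 WT7 libraries and 87.4 to 136 in the 4 KO libraries (Gm47283, in a part of Y shared with X, was left out after its value was seen, and with it MUT stood at 66.3% of WT70). Too little depth is ruled out, as 9169 such UMIs were expected in MUT at the WT70 level and 2 were found, a change of cell types is ruled out because neural cells alone stood at 0.0315% of WT70, and a second X chromosome is argued against by a median X to autosome log2 ratio of 0.03 (0.0294, 259 X-linked genes, Xist at 0.360 CPM). For WT7, cells with an Eif2s3y UMI had at least 1.69 times the Ddx3y and Uty counts of cells without, above the 0.930 to 1.09 of random draws, which is in line with cultures that mix cells with and without a Y chromosome, but the ratios of WT70 (1.37) and KO (1.16 to 1.24, just under the bound set for mixing) also lay above their own draws, so a raised ratio is not particular to WT7. Loss of the Y chromosome in culture, complete in MUT and in part of the cells in WT7, may account for these values, and no biological explanation was tested since the design gives none.

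WT with SB431542 was low in short transcripts, which bears on its comparison with KO. Genes with transcripts under 700 bases, ribosomal ones left out, had a median log2 ratio of −0.88 against the untreated WT7 library (−0.99 to −0.63, 90 genes), where all genes had 0.22, so a loss of short transcripts from this library whatever the gene may account for the pattern. The inhibitor itself is argued against, since ribosomal protein genes in KO with SB431542 stood at −0.20 (−0.24 to −0.17) relative to KO. Within visceral endoderm-like cells, 152 of WT with SB431542 and 165 of WT with XAV939, ribosomal protein genes stood at −0.52 (−0.62 to −0.32), so the low level is seen in a single cell type, but the interval does not clear the bound set and a change of cell types cannot be told apart from a loss in the library. No biological explanation other than the inhibitor was tested.

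Meg3 (ENSMUSG00000021268, chromosome 12, 109541001 to 109571726, plus strand), a maternally expressed imprinted long RNA, was at 0.7997 CPM in the WT70 library, against 229 in the WT7 library and 301 in MUT. The Cell Ranger version is ruled out, because MUT, counted with the same version, stood at 131.5% of WT7, and a change of cell types is ruled out because neural cells of WT70 stood at 0.382% of WT7 (0.820 against 215 CPM). Mirg, a maternally expressed RNA next to Meg3, stood at 2.62% of the WT7 level, which is in line with silencing of the maternal RNAs of this locus in the WT70 line. The neighbouring RNA Rian was not among the counted genes, so the test rests on Mirg alone. A biological reason for such silencing was not tested, since WT70 is a single library and the design gives no group for it.

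At day 3, 28.0% of KO barcodes with 2000 to 8000 genes (697 of 2492, 26.2 to 29.8) had under 1% mitochondrial counts and lay outside the main comparisons, against 13.5% in WT (730 of 5425, 12.6 to 14.4) and 2.28% to 5.25% at day 5. In KO and in WT at day 3 these barcodes were above the cells kept in the stress gene Ddit3 (152 against 18.1 CPM in KO, 194 against 14.4 in WT), the nuclear RNA Malat1 (17549 against 3901, 26751 against 4906) and the heat shock gene Hspb1 (198 against 29.9, 214 against 36.5), genes looked up after the share had been seen.

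Among listed genes at 20 CPM or more in WT or KO at day 3, 6 had a KO to WT log2 ratio beyond 1 at day 3 and beyond 1 with the opposite sign against both WT libraries at day 5. The difference between days was not tested. Hesx1 stood at −4.26 at day 3 and at 2.10 and 2.37 at day 5, Axin2 at 2.09 and then −2.31 and −2.59, and Id1 at −1.83 and then 1.57 and 2.76. Peg10 stood at −1.61 and then 1.70 and 1.14, Cdkn1a at 1.02 and then −1.03 and −1.22, and Nanog at 2.98 and then −1.19 and −1.50.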

How the results depend on the processing

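The removal of top Scrublet scores, the first naming rule and the neural-only fit were chosen only after the data were seen. The untreated day 5 groups share fewer than 2 replicate numbers, so no paired analysis was made within them. WT7 and KO libraries were matched by day and treatment, so a fit blocked by these was possible, but it was not run. Such a fit would have compared line KO1 with line WT7, not replicate lines of each genotype. Over 15 shares and counts, 98 of 149 alternative values were labelled the same, 50 moved and 1 reversed. The same meant within the SD of the WT libraries for share differences and within the counting interval for shares of treated libraries. For counts it meant within 1.5 times. Of 209 values for the 26 named tested genes, 204 kept direction and call and 5 kept direction only (T in the fit of 8 libraries, and Fst there, with DESeq2 size factors, with no count filter and with neural cells alone). Of 476 values for 76 genes compared as 1 library against 1, 109 moved, 70 of them with 5 CPM added. Of 3493 values for listed genes past 2-fold in these comparisons 0 took the opposite direction. That count was largely fixed in advance, since the alternatives reuse the same libraries and another added CPM cannot change a sign. Marker counts kept within 1.5 times. Scrublet's own doublet calls moved nothing, being too few to test doublets. The cause of each difference was not tested, except that a 50 CPM filter tests fewer genes and that leaving out a WT library leaves no test and counts genes past 2-fold. The day 3 KO library had the fewest cells, 1758.

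In percentage points, the KO neural difference was −83.8 with the looser filter, −88.0 at resolution 0.5 and −43.6 with cells scored without clusters (leave-one-out −87.4 to −85.3). KO mesoderm, 53.6, was 48.8 with the looser filter, 54.1 without the top Scrublet scores, 40.8 with libraries clustered alone and 34.8 with cells scored alone (53.5 to 53.7). KO endoderm, 28.5, was 29.9, 27.7, 28.0 and 13.4 in these settings, 36.5 at resolution 0.5, 28.4 at resolution 2, 27.6 with 30 components and 27.2 with thinned cells (28.5 to 28.5). MUT neural, −16.9, was −14.1 with the looser filter and reversed to 4.41 with cells scored alone (−17.9 to −15.8). MUT mesoderm with paraxial mesoderm, 7.26, was 6.40, 14.8 with thinned cells and 6.12 with cells scored alone (6.66 to 7.85). MUT streak, 6.34, was 0 at resolution 0.5 and 0 with thinned cells (4.59 to 8.09).

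The forebrain share of KO with XAV939, 97.8%, was 93.1% with the looser filter, 64.1% at resolution 2, 44.8% with 30 components, 48.2% clustered alone, 86.3% thinned and 57.6% scored alone. The midbrain-hindbrain share of KO with SB431542, 94.3%, was 91.1% with the looser filter, 77.9% clustered alone, 90.3% thinned, 63.7% scored alone and 95.02% under the first naming rule. That of WT with SB431542, 0.790%, was 4.74% and 5.21% at resolutions 0.5 and 2, 5.06% with 30 components, 19.85% clustered alone, 16.3% thinned, 26.7% scored alone and 34.1% under the first rule.

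KO calls, 696, became 190 at 50 CPM, and 646 with DESeq2 size factors, 858 with DESeq2, 887 with no filter, 743 with the looser filter, 941 without the top scores and 537 with 8 libraries (1175 to 1674 genes past 2-fold leaving out a WT library). MUT calls, 19 (14 up and 5 down), became 11 (7 and 4) with DESeq2 size factors, 58 (31 and 27) with DESeq2, 7 (4 and 3) with no filter, 17 (8 and 9) at 50 CPM, 25 (18 and 7) with the looser filter and 93 (54 and 39) without the top scores. They became 3, all down, with 8 libraries and 3, all down, with neural cells alone (162 to 571 genes past 2-fold leaving out a WT library).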

Other observations

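Some genes on lists outside the germ layers were also called in KO at day 5, when 696 of 10630 genes were called in all, and no enrichment of these lists was tested. The sums cover all cells, so the difference in cell types may enter these calls. Of 10 epithelial-mesenchymal genes 6 rose in the edgeR test (6 adjusted over the list alone), and these held both the epithelial genes Cdh1 (log2 2.18) and Epcam and the mesenchymal regulators Snai1 (2.33), Snai2 and Twist1. The stress and p53 list gave 3 that rose of 13 (4 adjusted over the list alone), Jun, Egr1 and Vegfa, and the cell cycle list 1 that fell of 13 (Ccne1, and 2 adjusted over the list alone). On the posterior Hox and Cdx list, Hoxb1 (5.00), itself an anterior Hox gene, and Hoxb4 rose among 3 tested (2 adjusted over the list alone). The mesenchyme marker Lum rose among 4 (3 adjusted over the list alone) and Trh (3.31) among 8 epiblast markers (1 adjusted over the list alone). Of 2 genes on the endothelium or blood list the regulator Etv2 rose, with 1 up and 1 down adjusted over the list alone and a list median of −4.88.

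The gene Tpm3-rs7 was at 4.60 to 6.64 CPM in the 4 KO libraries and at 63.6 to 116 CPM in the WT libraries. The KO libraries were all of line KO1, so this difference cannot be told apart from a difference between lines. H19 was at 261 CPM in untreated KO and at 0.153 CPM in MUT.

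Of neural cells of KO with SB431542, 98.0% were midbrain-hindbrain-like. That is higher than the value quoted from the study above. Of neural cells of WT with SB431542, 0.890% were midbrain-hindbrain-like. That is lower than the value quoted from the study above. Cell type names were rebuilt here without the study's clusters, and of neural cells the first naming rule gave 38.5% for WT with SB431542, so that share depends on the naming. The KO share of neural cells was at its lowest, 80.5%, with each library clustered on its own, and the KO difference is left open.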
